# CD10-Equipped Melanoma Cells Acquire Highly Potent Tumorigenic Activity: A Plausible Explanation of Their Significance for a Poor Prognosis

**DOI:** 10.1371/journal.pone.0149285

**Published:** 2016-02-16

**Authors:** Junna Oba, Takeshi Nakahara, Akiko Hashimoto-Hachiya, Min Liu, Takeru Abe, Akihito Hagihara, Takehiko Yokomizo, Masutaka Furue

## Abstract

CD10 has been widely used in cancer diagnosis. We previously demonstrated that its expression in melanoma increased with tumor progression and predicted poor patient survival. However, the mechanism by which CD10 promotes melanoma progression remains unclear. In order to elucidate the role of CD10 in melanoma, we established CD10-overexpressing A375 melanoma cells and performed DNA microarray and qRT–PCR analyses to identify changes in the gene expression profile. The microarray analysis revealed that up-regulated genes in CD10-A375 were mostly involved in cell proliferation, angiogenesis, and resistance to apoptosis; down-regulated genes mostly belonged to the categories associated with cell adhesion and migration. Accordingly, in functional experiments, CD10-A375 showed significantly greater cell proliferation *in vitro* and higher tumorigenicity *in vivo*; CD10 enzymatic inhibitors, thiorphan and phosphoramidon, significantly blocked the tumor growth of CD10-A375 in mice. In migration and invasion assays, CD10-A375 displayed lower migratory and invasive capacity than mock-A375. CD10 augmented melanoma cell resistance to apoptosis mediated by etoposide and gemcitabine. These findings indicate that CD10 may promote tumor progression by regulating the expression profiles of genes related to cell proliferation, angiogenesis, and resistance to apoptosis.

## Introduction

Melanoma is one of the most life-threatening malignancies of the skin and mucosa, and represents a complex and heterogeneous disease. To improve its overall clinical outcome, numerous studies have been performed to identify prognostic markers such as p16, p53, cyclin A, Ki-67, Bcl-2, MCAM, CXCR4, and metallothionein in melanoma [1, 2]. We also reported that tumor expression of CD10 [3], MFG-E8 [4], and PD-L1 [5] could predict tumor progression and poor patient survival in melanoma.

CD10, a common zinc-dependent metalloendoprotease that cleaves and inactivates a variety of signaling peptides, is now widely known for its involvement in various cancers [6, 7]. Its role in tumor progression, however, seems to differ in a tissue- or cancer-specific manner [7]. Previous studies showed that CD10 is up-regulated in melanoma compared with that in benign nevi, with both tumor and stromal expression being reported [8, 9]. In addition, we demonstrated that the expression of CD10 in primary tumors can serve as an independent predictor of poor prognosis [3]. Although we found poorer prognoses in patients with melanoma with CD10 expression in primary tumors, we had still not determined the mechanism by which CD10 is involved in melanoma progression. From previous studies, we hypothesized that CD10 promotes melanoma progression by changing the phenotypic character of the cell, which helps it to survive. In order to determine the role of CD10 in melanoma progression, we performed analyses of the function and gene expression profile of CD10-equipped A375 cells by comparing them with mock-A375 cells.

## Materials and Methods

### Reagents

The phycoerythrin (PE)-conjugated anti-CD10 monoclonal antibody (mAb) used for flow cytometric analysis (clone HI10a) was purchased from BD (Franklin Lakes, NJ, US). The CD10 enzymatic inhibitors (phosphoramidon and thiorphan), anticancer drugs (etoposide and gemcitabine), and mitomycin C were obtained from Sigma-Aldrich (St. Louis, Missouri, US). Cell Counting Reagent SF for cell proliferation assay and G418 for the selection of transfected cells were purchased from Nacalai Tesque (Kyoto, Japan).

### Cell culture

The A375 human melanoma cell line was purchased from the American Type Tissue Culture Collection (Manassas, VA, US). Cells were cultured in a humidified atmosphere containing 5% CO_2_ at 37°C, and maintained in Dulbecco’s Modified Eagle’s Medium (Sigma Chemicals, Balcatta, WA, US) supplemented with 1% nonessential amino acids (Invitrogen, Carlsbad, CA, US), 1% HEPES buffer (Invitrogen), 5% fetal bovine serum (FBS; HyClone, Logan, UT, US), 100 μg/ml streptomycin and 100 IU/ml penicillin (GIBCO, Carlsbad, CA, US), and sodium pyruvate (GIBCO).

### Plasmid construction and stable transfection

The open reading frame of human CD10 (hCD10) was amplified from commercially available cDNA clones (DNAFORM, Yokohama, Japan) by PCR using a sense primer (5'-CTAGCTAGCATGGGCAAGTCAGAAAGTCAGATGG-3') covering an NheI site and an antisense primer (5'-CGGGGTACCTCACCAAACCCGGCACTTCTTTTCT-3') at the stop codon covering a KpnI site. The eukaryotic expression vector pCXN2.1 (+) [10] was used to drive the expression of inserted CD10 cDNA. The PCR product was subcloned into the NheI/KpnI site of pCXN2.1 (+) and designated pCXN2.1 (+)-hCD10. Accurate amplification of the insert was verified by DNA sequencing. A375 melanoma cells in six-well plates were transfected with 2.5 μg of plasmid DNA using Lipofectamine LTX (Invitrogen) in accordance with the manufacturer's protocol, and were selected with 0.3 mg/ml G418 (Nacalai Tesque) for two weeks. Cells were stained with PE-conjugated anti-hCD10 mouse IgG1 antibody (BD); cells overexpressing hCD10 were collected using a FACS Aria II Cell Sorter (BD Biosciences, San Jose, CA, US) in accordance with the manufacturer's protocol. After several passages with G418 selection, the expression of hCD10 in these cells was again confirmed by flow cytometric analysis as described previously [11]. Briefly, the cells were washed with phosphate-buffered saline (PBS), supplemented with 3 ml of PBS/2 mM EDTA, and then collected into new tubes. The cells were incubated with 2 μg/ml PE-conjugated anti-hCD10 antibody for 30 min at room temperature. After washing with PBS twice, the cells were suspended in 2% FBS containing PBS and subjected to the flow cytometric analysis. Successful stable transfection was also confirmed by Western blot as described below.

### Western blot analysis

Western blotting was performed using primary mouse monoclonal anti-CD10 antibody (1: 1000 dilution, Novocastra, New Castle, UK) as previously described [11]. Briefly, total protein was extracted from cultured cells using complete Lysis-M, EDTA-free (Roche Diagnostics GmbH Roche Applied Science, Mannheim, Germany) and the protein concentration was measured with a BCA protein assay kit (Thermo Scientific, Rockford, IL, USA). Sample proteins (20 ug) were separated by electrophoresis in NuPage 4–12% Bis-Tris gradient gels (Invitrogen), and then transferred to a PVDF membrane (Invitrogen). After blocking with 5% skim milk in TBS, the membrane was incubated with anti-CD10 antibody, followed by horseradish peroxide (HRP)-conjugated anti-mouse IgG secondary Ab (1: 1500 dilution) for 30 min. Signals were detected using SuperSignal^™^ West Pico Chemiluminescent Substrate (Thermo Scientific) and ChemiDoc^™^ Touch imaging System (Bio-Rad Laboratories, Hercules, CA, US). The same membrane was used to detect GAPDH (1:1000 dilution, Cell Signaling Technology, Danvers, MA, US) as loading controls.

### DNA microarray and qRT-PCR

Total RNA was isolated using an RNeasy Mini Kit (QIAGEN, Valencia, CA), and was purified by ethanol precipitation and dissolved in RNase-free water. This preparation was electrophoresed on an Experion System (Bio-Rad Laboratories), and the quality was confirmed by measuring the ratio of band intensity between 28 S and 18 S ribosomal RNA. The total RNA (250 ng) was converted to its biotinylated-cRNA in accordance with the manufacturer’s instructions (Illumina TotalPrep RNA Amplification Kit; Ambion, Carlsbad, CA, US). Briefly, the reverse transcription of extracted mRNA to first-strand cDNA was performed for 2 hours at 42°C, using an oligo (dT) primer bearing a T7 promoter and reverse transcriptase (ArrayScript; Ambion). To prepare second-strand cDNA, DNA polymerase I and ribonuclease H were added to the above reaction mixture, and the solution was further incubated for 2 hours at 16°C. After cDNA purification using a cDNA filter cartridge, the eluted cDNA was used as the template for *in vitro* transcription. This reaction was performed at 37°C for 14 hours in the presence of T7 RNA polymerase and NTP mix conjugated with biotin, yielding multiple copies of biotinylated antisense RNA to each mRNA in the sample. A total of 1.5 μg of biotinylated-cRNA was overlaid onto individual array spots of the human microarray chip (Illumina HumanHT-12 v4). The chip was hybridized at 58°C for 19 hours, washed, labeled with fluorescent reagent, and scanned using an array reader (BeadArray Reader; Illumina, San Diego, CA, US). The data on gene expression were compiled using Bead Studio software (Illumina).

In the microarray analysis, average normalization was performed using Illumina software (Genome Studio v 1.8). If normalized expression values were below 0.1, then we replaced these values with 0.1. Probes with a detection *P*-value > 0.01 in all samples were removed. Statistical analyses were performed using R software (http://www.R-project.org). We calculated *P*-values and fold changes between CD10-A375 and mock-A375 groups. The significance of differences between the two groups was estimated using the package samr in R. The significantly differentially expressed genes were defined as those with *P* < 0.01 in a two-class unpaired Significance Analysis of Microarrays (SAM) t-test and fold change > 2 or < 0.5 between the two groups.

A heat map was created using Mev4.6 for the 1,247 probes of genes significantly differentially expressed between CD10-A375 and mock-A375. The distance between the samples in the heat map was calculated using the Pearson correlation coefficient. Gene expression values were normalized by a Z-scaling method using a gene filter library with R. Gene Ontology annotation was assigned to significant genes identified by SAM using LSKB software (World Fusion Inc., Tokyo, Japan). The array data set was deposited in the Gene Expression Omnibus (series GSE62464).

Fifteen representative genes identified by microarray were validated using qRT–PCR with commercially available primers, as shown in Table 1. Total RNA was reverse-transcribed with a first-strand cDNA synthesis kit for RT-PCR (PrimeScript RT Reagent Kit; Takara Bio Inc., Shiga, Japan), in accordance with the manufacturer’s instructions. For all samples, 50 ng of cDNA was used for qRT-PCR analyses. The reverse-transcribed cDNA was then subjected to qRT-PCR (SYBR Premix Ex Taq; Takara Bio Inc.) and thermal cycling (Mx3000P Real-time qPCR Systems; Stratagene, La Jolla, CA). The reaction conditions were denaturing at 95°C for 30 seconds, followed by 40 cycles of denaturing at 95°C for 5 seconds, and annealing and extending at 60°C for 20 seconds. The level of mRNA expression was estimated from the fluorescence intensity relative to β-actin (ACTB).

**Table 1:** Primer sequences used for real-time RT-PCR.

Symbol	Accession No.	Primer Set ID
CDCP1	NM_178181	HA199789
NCAM1	NM_181351	HA150280
S100A1	NM_006271	HA140006
CTSL1	NM_145918	HA181205
CAMP	NM_004345	HA140794
FGFBP1	NM_005130	HA160915
CAV1	NM_001753	HA096896
NRP1	NM_003873	HA207771
CTSK	NM_000396	HA181777
CTLA4	NM_001037631	HA186912
IL1A	NM_000575	HA189662
TLR4	NM_138557	HA207352
CD96	NM_005816	HA117764
TIMP3	NM_000362	HA150753
CD10	NM_007287	HA086153
ACTB	NM_001101	N.A.

### *In vitro* cell proliferation assay

Using the transfected A375 cells, cell proliferation was analyzed using a water-soluble tetrazolium 8 (WST-8)-based colorimetric proliferation assay kit (Cell Counting Reagent SF; Nacalai Tesque). The cells were seeded in triplicate at a density of 5,000 cells in 200 μl of culture medium supplemented with 5% FBS in 96-well plates, incubated for 24, 48, 72, or 96 hours, and cell viability was assessed in accordance with the manufacturer's protocol. Briefly, cells were washed gently with PBS three times and non-adherent or dead floating cells were removed. The cell count reagent was added to each well and the plates were incubated at 37°C for 3 hours to allow the conversion of the reagent to formazan by mitochondrial dehydrogenase. Formazan was quantified by measuring the absorbance at 450 nm using a microplate reader (FlexStation 3; Molecular Devices, Tokyo, Japan).

### *In vivo* experiments

This study was carried out in strict accordance with the Fundamental Guidelines for Proper Conduct of Animal Experiment and Related Activities in Academic Research Institutions under the jurisdiction of the Ministry of Education, Culture, Sports, Science and Technology, Japan. All animal procedures were performed under isoflurane anesthesia, and all efforts were made to minimize suffering. All experiments were approved by the institutional Animal Care and Experiment Committee (Permit Number: A27-095-0), and by the Gene Modification Safety Committee (Permit Number: 24–35) of Kyushu University. BALB/c nu-nu athymic mice aged six to eight weeks old were purchased from Charles River Laboratories (Wilmington, MA, US). On day 7, the mice were injected with CD10-A375 or mock-A375 cells (5 × 10^5^). Semi-confluent CD10-A375 or mock-A375 cells were trypsinized and resuspended in 100 μl of PBS and then inoculated subcutaneously into the backs of mice. In order to minimize suffering, mice were given anesthesia using isofurane at the time of tumor cell inoculation. Tumor growth was monitored every three to four days by measuring the tumors in two dimensions using a caliper. Tumor volume was calculated using the following formula: π/6 × (larger diameter) × (smaller diameter)^2^, and compared between the two groups. Furthermore, to assess the effect of the inhibition of CD10 enzymatic activity on tumorigenic assay, mice were administered intraperitoneally with phosphoramidon (20 μg per mouse) or thiorphan (20 μg per mouse) on the day of CD10-A375 tumor injection. The treatment protocol followed the guidelines of animal experimentation of Kyushu University. At 28 to 34 days after tumor injection, all mice were euthanized using isoflurane, and tumor tissues were excised, fixed in 10% formalin, and embedded in paraffin sections. When we observed ulceration on the skin of mice, we euthanized the mice immediately after we took notes about our observations. Each group consisted of six mice, and the same experiments were performed at least three times.

### Cell migration assay

Cell mobility was investigated using the IncuCyte^™^ Imaging System (Essen BioScience, Ann Arbor, MI, US). Cells at a density of 50,000 cells/100 μl/well were seeded in an Essen Imagelock 96-well plate and incubated until confluence in a standard CO_2_ incubator at 37°C for 24 hours. Uniform wounds were made in each well with the 96-well WoundMaker (Essen BioScience). The medium was removed, and the cells were washed twice with PBS to remove floating cells and debris. The 96-well plate was then inserted into the IncuCyte FLR platform (which includes an automated microscope), and the cells were incubated with 100 μl of medium in the presence or absence of mitomycin C (10 μg/ml) to prevent cell proliferation. Photographs of the same area of the wound were automatically taken within the CO_2_ incubator using IncuCyte zoom software (Essen BioScience) at intervals of 3 hours, and the data were analyzed using the IncuCyte software package (Essen BioScience). Cell migration is expressed as the percentage of the gap relative to the total area of the cell-free region immediately after the wound was made. For each well, three randomly selected images were acquired, all experiments were carried out in triplicate, and the results were averaged.

### Cell invasion assay

*In vitro* cell invasion assay was performed using a basement membrane-coated CytoSelect^™^ 24-well Cell Invasion Assay Kit (8 mm pores, Colorimetric Format, Cell Biolabs, San Diego, CA, US) according to the manufacturer’s instruction. Briefly, CD10- or mock-A375 cells were serum-starved for 24 h. Next, the cells suspended with serum-free media (3 X 10^5^ cells/well) were seeded in the upper chamber separated from a lower chamber filled with media containing 10% FBS and incubated for 72 h. After noninvasive cells were removed, the invasive cells were stained and quantified by measuring the absorbance at 570 nm using a microplate reader (iMark^™^ Microplate Absorbance Reader, Bio-Rad Laboratories). All assays were carried out 3 times in triplicates.

### Apoptosis assay

Transfected A375 melanoma cells were plated in six-well plates until 90% confluence and then treated with cytotoxic agents overnight. The cells were cultured with etoposide (from 1 to 100 μM) or gemcitabine (from 10 to 100 μM). Cell death was determined by Annexin V and PI staining in accordance with the manufacturer’s instructions (MEBCYTO^®^ Apoptosis Kit; Medical & Biological Laboratories Co., Ltd., Nagoya, Japan), and analyzed by flow cytometry.

### Statistical analysis

All experiments were reproduced at least three times with different passages of the cell lines. The data of CD10 RNA expression levels are presented as the mean, and statistical analyses were performed using Student’s *t* test *or* Welch’s *t* test. Comparisons of the time course of *in vitro* cell proliferation assay, scratch assay, and *in vivo* tumorigenic assay between the two groups (CD10-A375 vs. mock-A375) were performed by two-way ANOVA. A *P*-value of less than 0.05 was considered significant. Analyses were carried out with SPSS software (version 11.0) and with GraphPad Prism Version 5 (GraphPad Software). Error values for the *in vitro* experiments are provided as the standard deviation (SD) and for the *in vivo* experiments as the standard error (SE).

## Results

### Transfection of CD10 resulted in alteration in the expression of many genes

We first confirmed that the human melanoma cell line A375 does not express CD10 at the protein level. After A375 cells had been transfected with CD10, marked expression of the CD10 protein was observed in CD10-transfected A375 cells (CD10-A375), while empty vector-transfected A375 cells (mock-A375) displayed no CD10 expression (Fig 1A). Expression of CD10 protein in CD10-A375 was also confirmed by Western blot analysis as shown in Fig 1B. 

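CD10-A375 and mock-A375, derivatives of the human melanoma line A375 that carry the CD10 plasmid or the empty vector, were compared on whole-genome bead arrays with 4 arrays per group. The sample descriptions call the arrays biological replicates. No source used here describes more than 1 transfected population per group, so the p-values measure the spread between cultures and not between independent transfections. MME, the gene that encodes CD10, has 4 probes on the array. None of them was detected on any of the 8 arrays, and their lowest detection p was 0.114. Their highest background-subtracted signal was 4.09 on the CD10-A375 arrays and 15.0 on the mock-A375 arrays. The plasmid held only the open reading frame of CD10, and the places of the probes in the MME transcript are not given in the sources used here, so this gene does not check the array labels.
The authors deposited background-subtracted intensities and detection p-values for 47322 probes per array, and a table of the same intensities after average normalization. At a detection p of 0.01 or less, 15977 to 16937 probes (median 16416.5) were detected on the CD10-A375 arrays and 15930 to 16709 (median 16239.5) on the mock-A375 arrays. The 19550 probes detected on at least 1 array were tested, a filter taken from the paper's methods. Background was corrected by normexp from the detection p-values, followed by quantile normalization and a log2 scale with an offset of 16, which understates the change of genes with low signals. Groups were compared with limma and Benjamini-Hochberg adjustment. Over the tested probes, arrays of the same group correlated at 0.991 to 0.993 and arrays of different groups at 0.962 to 0.967. The number of arrays limits the precision of every value.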

We next compared the gene expression profiles of CD10-A375 and mock-A375 by DNA microarray analysis. A total of 1,247 probes were shown to be differentially expressed between the CD10-A375 and mock-A375 cells, of which 698 were up-regulated and 549 were down-regulated in CD10-A375 by more than twofold, with a *P*-value of less than 0.01 (Fig 1C). 

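Among genes detected on all 8 arrays, FDCSP, which encodes a secreted protein of follicular dendritic cells, had the largest increase in CD10-A375, from a log2 signal of 6.35 ± 0.16 (SD, n = 4) in mock-A375 to 11.96 ± 0.10 (SD, n = 4). Its log2 fold change was 5.62 (standard error 0.09, adjusted p = 1.9e-18 from limma). The aldo-keto reductase gene AKR1C2 followed with a log2 fold change of 5.00, the insulin-like growth factor-binding protein gene IGFBP3 with 4.61, PLAC8 with 4.27 and FGFBP2 with 3.99. The other 7 of the 12 largest increases were cancer-testis antigen genes of the GAGE family, from 3.45 for GAGE12C to 4.37 for GAGE2A. GAGE and AKR1C genes have near-identical copies whose probes may share signal, so the single members are uncertain. IL37, an anti-inflammatory cytokine of the interleukin-1 family, was not detected on any mock-A375 array and was at least 31.1-fold higher in CD10-A375 (adjusted p = 1.9e-18 from limma), PASD1 at least 16.9-fold higher, BMP7 at least 9.55-fold, VAT1L at least 9.01-fold and the SPRY4 probe with the largest bound at least 8.95-fold. Of the 4 SPRY4 probes, 1 did not pass the test and the brightest was detected on 3 mock-A375 arrays.
Of the decreases among genes detected on all 8 arrays, the largest was that of NOXO1, which encodes the organizer subunit of NADPH oxidase 1, with a log2 fold change of -4.75 (standard error 0.08, adjusted p = 2.9e-18 from limma). RGS2, a regulator of G protein signaling, had a log2 fold change of -3.61, the protocadherin gene PCDHB2 -3.55, the Wnt inhibitor gene DKK1 -2.74 and the brain creatine kinase gene CKB -2.71. The other 7 of the 12 largest decreases were those of ADAP1, COX7B2, VCX2, BEX4, TMEM67, HKDC1 and VCX3A, from -2.28 for VCX3A to -3.31 for ADAP1, and the brightest VCX3A probe had 0.26. VCX and PCDHB genes also have near-identical copies. GDF15, a stress-induced cytokine gene of the TGF-beta family, was not detected on any CD10-A375 array and was at least 25.4-fold lower there. The bound for the fatty acid receptor gene CD36 was at least 16.3-fold lower, that for the cytochrome P450 gene CYP2J2 at least 9.05-fold, that for the noncoding RNA gene MIR99AHG, for which 1 of 3 probes did not pass the test, at least 9.88-fold and that for the embryonic globin gene HBE1 at least 8.30-fold. Each such bound sets the mean of the group with a signal against the lowest detected signal of each array, or the probe's own signal where that was higher.
In all, 7162 probes differed at an adjusted p under 0.05 from limma, of which 3386 were higher and 3776 lower in CD10-A375. A two-class SAM test on the same values gave 2797 probes, 1496 higher and 1301 lower, so the balance of directions depends on the test. At the paper's thresholds 969 probes differed by limma, 575 higher and 394 lower. The 4 arrays of each group did not overlap for 6757 probes, 34.6% of those tested, against 2.86% by chance. With an offset of 50 the thresholds of the paper were passed by 594 probes, and by 1468 with a two-class SAM test on the log2 of values made as the methods describe. Without the log step, an alternative chosen after the data were seen, the same test gave 1334.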

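Table 2 of the paper names 27 genes, all of which were measured on the arrays. At the brightest probe of each gene, 23 were higher in CD10-A375, 3 were lower and 1 did not pass the test at an adjusted p under 0.05 from limma. At the probes that carry the accessions given in Table 2, 23 were higher and 4 lower. These genes were chosen by the study on the same arrays, so their counts are not independent evidence of a direction. For 9 of the genes that were higher, no probe was detected on any mock-A375 array. Among them CAMP, the precursor of an antimicrobial peptide, was at least 8.65-fold higher in CD10-A375, with a mean log2 signal of 8.84 ± 0.10 (SD, n = 4) against 4.62 ± 0.08 (SD, n = 4). NRP1, a co-receptor for vascular endothelial growth factor, was at least 7.66-fold higher, the cytokine gene IL1A at least 4.99-fold and the toll-like receptor gene TLR4 at least 4.97-fold. Lower bounds were obtained for the stem cell marker gene PROM1 at 3.49-fold, the immune checkpoint gene CTLA4 at 2.65-fold, BMP2 at 2.64-fold, FGFBP1 at 2.49-fold and EGFR at 1.51-fold. The adjusted p of EGFR, the highest of these 9 genes, was 2.0e-05 from limma. In the other direction, the chemokine gene CCL2 was not detected on any CD10-A375 array and was at least 4.08-fold lower there (adjusted p = 5.0e-11 from limma).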

A selected list of genes differentially expressed due to CD10 is shown in Table 2 and Fig 1D. Many genes regulating antiapoptosis, cell proliferation, angiogenesis, neoplasm metastasis, and inflammation were up-regulated in CD10-A375 compared with those in mock-A375. On the other hand, genes that are mainly associated with cell adhesion and cell migration were mostly down-regulated in CD10-A375 cells compared with those in mock-A375. 

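All 5 Table 2 genes of antiapoptosis, all 5 of cell proliferation, all 6 of angiogenesis and all 5 of inflammation or immune response were higher in CD10-A375 (adjusted p under 0.05 from limma, with the same counts when adjusted over the list alone). The study chose these genes on these arrays, so the counts are not independent evidence. Of the antiapoptosis genes, ITGA5, the alpha subunit of the fibronectin receptor, had a log2 fold change of 1.35 (standard error 0.07, adjusted p = 7.0e-11 from limma) and GAS6, a ligand of receptor tyrosine kinases, one of 1.45. Of the cell proliferation genes, ITGB3 had a log2 fold change of 1.11 and the Rac exchange factor gene TIAM1 one of 1.19. CD74, the MHC class II invariant chain, had 3 probes with folds of 1.27, 2.38 and 1.32. The call of its brightest probe was lost with SAM (adjusted p = 0.181 on the same values).
For inflammation, 36 cytokine, chemokine and related genes were listed before the data were examined, and 17 of them were measured. Of these, 4 were higher and 5 lower in CD10-A375 (5 higher and 5 lower when adjusted over the list alone). PTGES, the inducible prostaglandin E synthase, had a log2 fold change of 1.02, whereas the chemokine gene CX3CL1, detected on 3 mock-A375 arrays and no CD10-A375 array, was lower (adjusted p = 8.7e-04 from limma). Neither its shift relative to other genes, downward, passed the test (camera adjusted p = 0.965), nor a common direction of its own genes, upward (fry adjusted p = 0.0624). Neoplasm metastasis has no category in Table 2, and a list of 43 matrix proteases and inhibitors stands for it here. Of these, 21 were measured, of which 9 were higher and 3 lower (9 and 4 when adjusted over the list alone). The study itself picked 3 of the 21, CTSK, CTSL and TIMP3. The metalloprotease gene ADAM19 had a log2 fold change of 2.29, and ADAMTS1, not detected on any CD10-A375 array, was at least 3.31-fold lower there. Their shift toward higher values passed with a preset correlation between genes (camera adjusted p = 0.0285) and was lost with an estimated correlation (adjusted p = 0.370). From the up-regulated genes of antiapoptosis, angiogenesis and cell proliferation, the paper concludes that CD10-A375 had stronger tumor-promoting features than mock-A375. It adds that its qRT-PCR and its proliferation, xenograft, migration, invasion and apoptosis assays all matched the array result.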

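Of the 6 Table 2 genes of cell adhesion and migration, 3 were lower in CD10-A375, 2 were higher and 1 did not pass the test at its brightest probe (adjusted p under 0.05 from limma, with the same counts when adjusted over the list alone). At the probes that carry the accessions given in Table 2, 4 were lower and 2 higher. The study chose them on these arrays, so this is not independent evidence. CCN2, also called CTGF, had a log2 fold change of -1.91 (standard error 0.07, adjusted p = 2.4e-13 from limma), and the neuropeptide precursor gene TAC1 had -1.41. The receptor gene CD96 had 2.50 and the metalloproteinase inhibitor gene TIMP3 had 1.25. The probe with the Table 2 accession of CD40, a receptor of the TNF receptor superfamily, was not detected on any CD10-A375 array and was at least 1.17-fold lower there (adjusted p = 1.2e-04 from limma). The brightest CD40 probe, which carries another accession, had -0.14 (adjusted p = 0.639 from limma), and -0.34 without mock-A375 replicate 2 (adjusted p = 0.210 from limma).
Of 16 measured integrin genes, 9 were higher and 3 lower in CD10-A375 (9 and 4 when adjusted over the list alone). The study picked 2 of them, ITGA5 and ITGB3. ITGA6 had a log2 fold change of 0.92 and ITGA10 -0.48, and ITGB8, not detected on any mock-A375 array, was at least 1.69-fold higher in CD10-A375. The list was shifted upward with a preset correlation (camera adjusted p = 0.0285), and this was lost with an estimated correlation (adjusted p = 0.370). Of 25 measured cadherins and immunoglobulin-type adhesion molecules, 10 were higher and 7 lower (12 and 9 when adjusted over the list alone), and the list passed neither test, with opposite directions (camera adjusted p = 0.549 upward, fry adjusted p = 0.233 downward). NCAM1 and CD96 among them were picked by the study. The protocadherin gene PCDH7 and the neural cell adhesion molecule gene NCAM2 were not detected on any CD10-A375 array and were at least 8.09-fold and 2.26-fold lower there. CDH19 had a log2 fold change of -1.66, and NRCAM, detected on 3 of the 4 mock-A375 arrays, had 1.55. The integrin and adhesion lists were fixed before the data were examined.

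**Figure D1:**
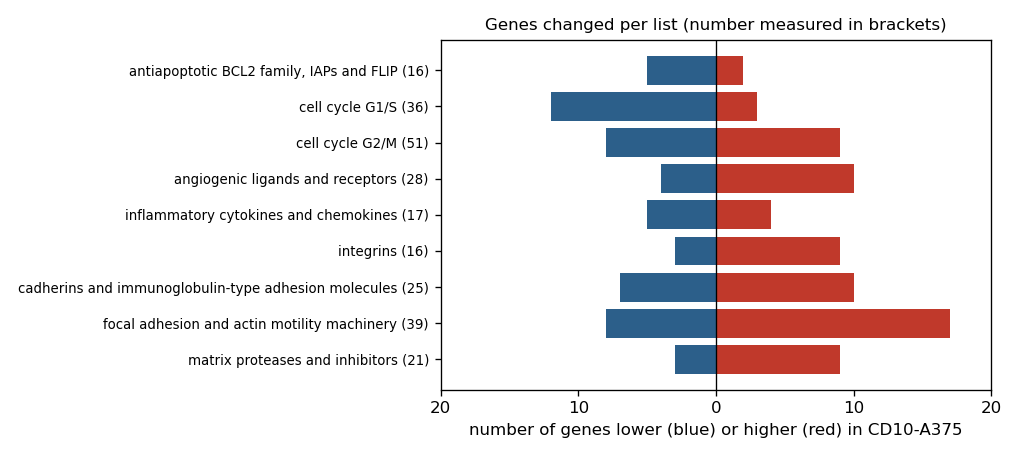
Number of genes lower (blue bars, left of 0) and higher (red bars, right of 0) in CD10-A375 than in mock-A375 at an adjusted p under 0.05 from limma (n = 4 arrays per group), for 9 gene lists, with the number of genes measured in brackets. Integrins have 9 genes to the right and 3 to the left, and cadherins and immunoglobulin-type adhesion molecules 10 to the right and 7 to the left.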

To validate the accuracy of the microarray data, 15 representative genes with changes in expression of various levels upon CD10 transfection were chosen, and their expression levels were determined by qRT–PCR (Fig 1E). 

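The 14 genes other than MME that were chosen for qRT-PCR were all higher in CD10-A375 on the arrays (14 when adjusted over the list alone). They were chosen by the study on these arrays, so this is not independent evidence of their direction. For 6 of them, CAMP, NRP1, IL1A, TLR4, CTLA4 and FGFBP1, no probe was detected on any mock-A375 array, so only a bound can be given. The log2 fold changes of the other 8 ran from 1.08 for the lysosomal protease gene CTSL to 2.82 for NCAM1, the neural cell adhesion molecule, which was detected on 1 of the 4 mock-A375 arrays. CDCP1, a transmembrane protein that is a substrate of Src kinases, had a log2 fold change of 2.60 (standard error 0.14, adjusted p = 5.9e-11 from limma), and its brightest probe was detected on 3 of the 4 mock-A375 arrays. CAV1, the main protein of caveolae, had 1.52, cathepsin K (CTSK) 1.77 and the calcium-binding protein gene S100A1 1.09. Every CD10-A375 array had a higher value than every mock-A375 array for each of the 14 genes. ACTB, to which the qRT-PCR values were normalized, had 3 probes, all higher in CD10-A375, with log2 fold changes of 0.16 to 0.20. The brightest had an adjusted p of 0.0442 from limma. Its call was lost without normalization between arrays (adjusted p = 0.175 from limma). It was also lost with any array but CD10-A375 replicate 3 left out (adjusted p = 0.0538 to 0.131 from limma). The other ACTB probes had adjusted p = 0.00577 and 0.0271 from limma, and their values did not overlap between the groups.

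**Figure D2:**
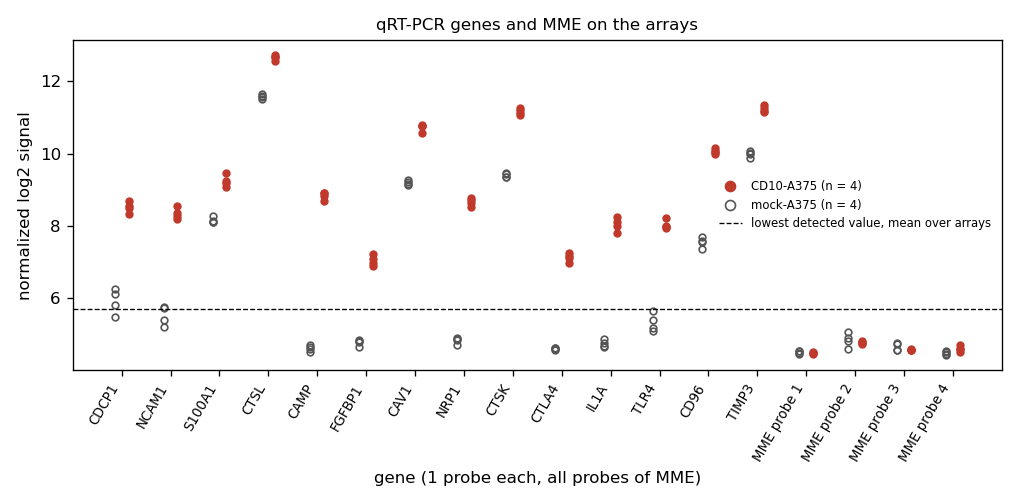
Normalized log2 signal of the genes chosen for qRT-PCR on each CD10-A375 array (filled red points, n = 4) and each mock-A375 array (open points, n = 4), with 1 probe per gene and all 4 probes of MME. The dashed line is the mean over arrays of the lowest detected value; every point of MME lies below it, and for the other 14 genes the red points lie above the open points.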

The qRT–PCR results showed an expression pattern similar to that of the DNA microarray, suggesting that the DNA microarray data obtained in the present study are valid.

**Fig 1:**
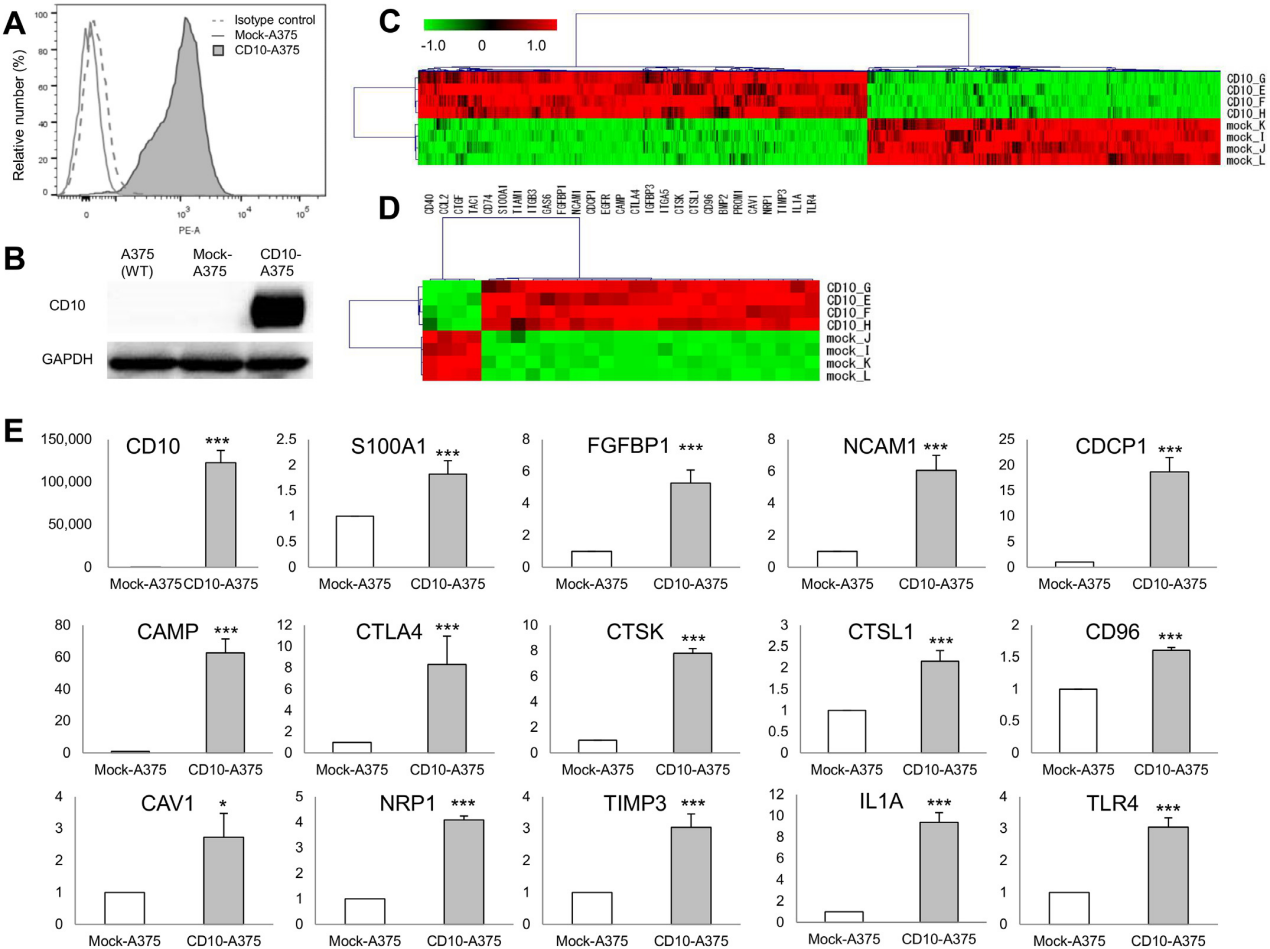
Establishment of CD10-A375 melanoma cells and gene expression profiles. (A) Stable transfection of CD10-A375 cells was confirmed by flow cytometry. After selection with G418, CD10-A375 or mock-A375 cells were examined for CD10 protein expression with PE-conjugated anti-hCD10 antibody. CD10-A375 exhibited marked surface expression of CD10 (gray shaded area), whereas mock-A375 did not (solid gray line). Isotype IgG control is shown with a gray dashed line. (B) Western blot analysis of CD10 and GAPDH in the wild type- and transfected- A375 cells. Successful transfection of CD10 was also confirmed in CD10-A375 cells by Western blot analysis. (C and D) Microarray analysis of gene expression in CD10-A375 vs. mock-A375 melanoma cells. (C) Heat map generated using MeV4.6 from the 1,247 probes of genes significantly differentially expressed between CD10-A375 and mock-A375 (*n* = 4 per group). A red color represents a higher-than-average standardized expression value, whereas a green color represents a lower-than-average one. Examples of differentially expressed genes are listed and sorted into major known functional categories in Table 2. (D) Heat map of the selected genes as shown in Table 2. (E) qRT–PCR validation analysis of representative genes that were significantly upregulated in CD10-A375 (*n* = 3). Each value was normalized for ACTB (β-actin), and the results are expressed as fold change over mock-A375. Primers used in the assay are shown in Table 2. *P < 0.05, **P < 0.01, ***P < 0.001; unpaired t test.

**Table 2:** A list of differentially expressed genes in CD10-A375 cells compared with mock-A375 cells.

Main function	Gene symbol	Gene name	Accession no.	Ratio	P-value*
**Antiapoptosis**	*CDCP1*	CUB domain-containing protein 1	NM_022842.3	7.2	0.0016
			NM_178181.1	7.6	0.0011
	*ITGA5*	integrin, alpha 5 (fibronectin receptor, alpha polypeptide)	NM_002205.2	2.5	0.0005
	*NCAM1*	neural cell adhesion molecule 1	NM_000615.5	10.2	0.001
	*S100A1*	S100 calcium-binding protein A1	NM_006271.1	2.2	0.0024
	*GAS6*	growth arrest-specific 6	NM_000820.1	3	0.0022
**Cell proliferation**	*ITGB3*	integrin, beta 3 (platelet glycoprotein IIIa, antigen CD61)	NM_000212.2	2.2	0.0021
	*CD74*	CD74 molecule, major histocompatibility complex, class II invariant chain	NM_001025159.1	2.5	0.0029
	*CTSL1*	cathepsin L1	NM_145918.2	2.1	0.0005
	*PROM1*	prominin 1	NM_006017.1	31.9	0.0001
	*TIAM1*	T-cell lymphoma invasion and metastasis 1	NM_003253.2	2.6	0.0048
**Angiogenesis**	*BMP2*	bone morphogenetic protein 2	NM_001200.2	10.8	0.0001
	*EGFR*	epidermal growth factor receptor	NM_201282.1	3.1	0.0015
			NM_005228.3	5.7	0.0011
	*CAMP*	cathelicidin antimicrobial peptide	NM_004345.3	4316	0.0003
	*FGFBP1*	fibroblast growth factor-binding protein 1	NM_005130.3	34.8	0.0009
	*CAV1*	caveolin 1, caveola protein, 22 kDa	NM_001753.3	2.9	0.0005
	*NRP1*	neuropilin 1	NM_003873.4	73.9	0.0003
			NM_001024629.1	6.3	0.0007
**Inflammation/immune response**	*IGFBP3*	insulin-like growth factor-binding protein 3	NM_001013398.1	27.1	0.0005
			NM_000598.4	27.2	0.0002
	*CTSK*	cathepsin K	NM_000396.2	3.4	0.0003
	*CTLA4*	cytotoxic T-lymphocyte-associated protein 4	NM_005214.3	1225	0.0004
	*IL1A*	interleukin 1, alpha	NM_000575.3	113.8	0.001
	*TLR4*	toll-like receptor 4	NM_138554.2	10.3	0.0006
**Cell adhesion/migration**	*CCL2*	chemokine (C-C motif) ligand 2	NM_002982.3	0.1	0.0009
	*CD96*	CD96 molecule	NM_005816.4	6	0.0002
			NM_198196.2	5.6	0.001
	*CD40*	CD40 molecule, TNF receptor superfamily member 5	NM_001250.4	0.2	0.0039
	*TAC1*	tachykinin, precursor 1	NM_003182.1	0.4	0.0004
			NM_013996.1	0.3	0.0023
			NM_013997.1	0.1	0.0012
	*CTGF*	connective tissue growth factor	NM_001901.1	0.3	0.0001
			NM_001901.2	0.3	0.0013
	*TIMP3*	TIMP metallopeptidase inhibitor 3	NM_000362.4	2.4	0.0006

*p values were calculated using the package samr in R. The significantly differentially expressed genes were defined as those with P < 0.01 in a two-class unpaired Significance Analysis of Microarrays (SAM) t-test and fold change > 2 or < 0.5 between the two groups.

### CD10-overexpressing A375 cells showed higher cell proliferative capability *in vitro* and higher tumorigenicity *in vivo* than mock-A375

To examine the cell proliferative capability *in vitro*, the transfected A375 cells were harvested in triplicate in 96-well plates for 24, 48, 72, or 96 hours, and cell proliferation was assessed. The cell proliferation rate was significantly higher in CD10-A375 than in mock-A375 (*P* < 0.0001) (Fig 2A).

**Fig 2:**
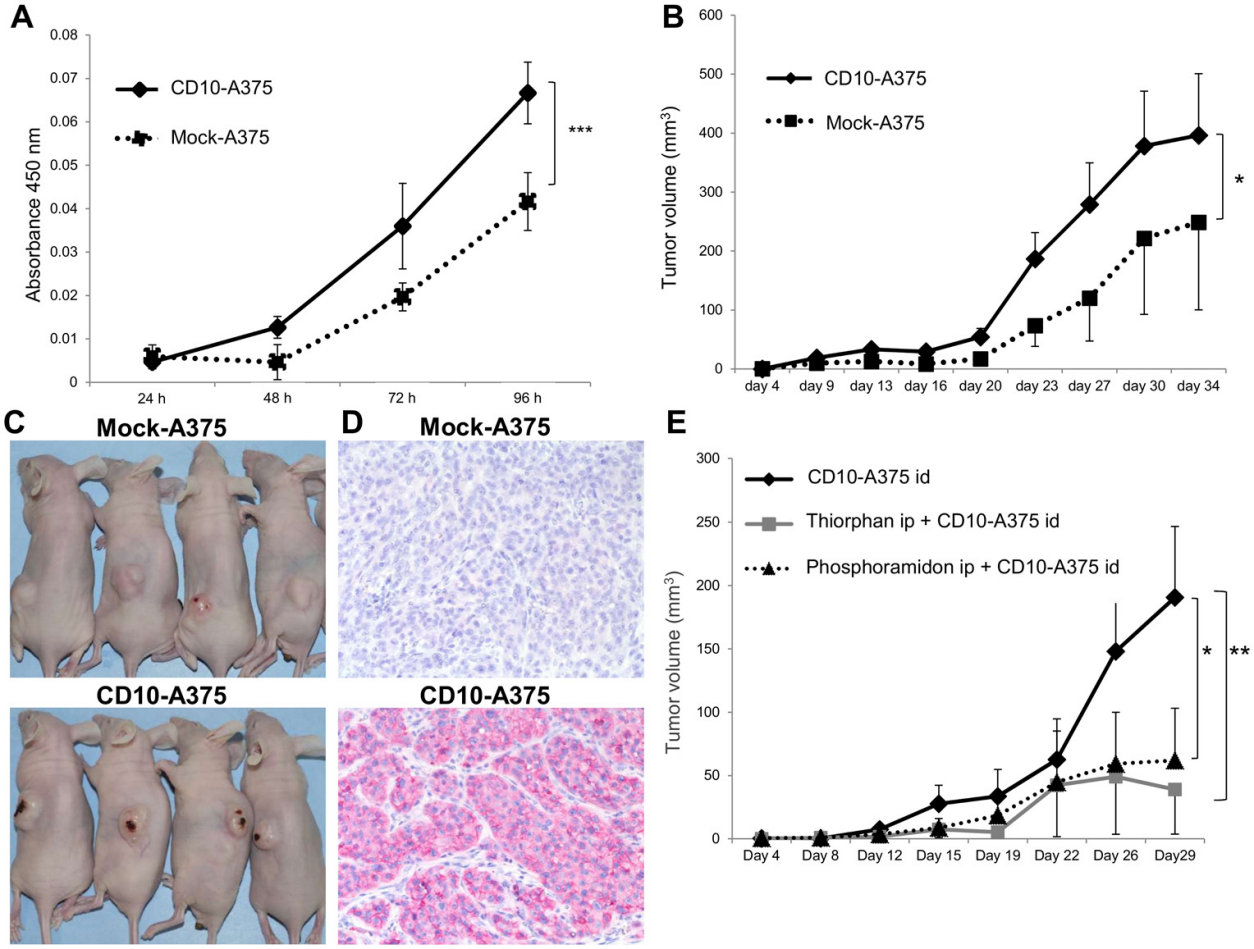
CD10 promotes *in vitro* cell proliferation and *in vivo* tumor growth, but its tumorigenic effect can be suppressed by CD10 enzymatic inhibitors. (A) CD10 expression promotes the proliferation of A375 melanoma cells *in vitro*. Growth curves of CD10-A375 (solid line) and mock-A375 (dotted line) cells grown in 5% FBS (*n* = 3 per group) show that CD10 expression increases cell growth. Cells were plated in triplicate in 96-well plates and incubated for 24, 48, 72, or 96 hours, and the number of viable cells was assessed, as described in Materials and Methods. Points, mean (*n* = 3); bars, SD. Cell proliferation rate was significantly higher in CD10-A375 (solid line) than in mock-A375 (dotted line). Representative data of three independent experiments are shown. (B) Effect of CD10 overexpression by A375 cells on tumor growth in a xenograft model. A total of 5 × 10^5^ CD10-A375 or mock-A375 cells resuspended in 100 μl of PBS were injected i.d. into the backs of BALB/C nude mice, and tumor growth was observed for about 28–35 days. Tumor diameters were measured and used to assess tumor volume, as described in Materials and Methods. Points, mean (*n* = 6); bars, SE. Each group consisted of six mice. CD10-A375 (solid line) manifested significantly higher tumorigenicity *in vivo* than mock-A375. Representative data of three independent experiments are shown. (C) Representative example of nude mice 30 days after tumor implantation, showing mice inoculated with CD10-A375 (right) or mock-A375 (left). It is noteworthy that mice injected with CD10-A375 tended to have ulceration on the tumor surface. (D) Immunohistochemical staining of a xenograft model for CD10. Upper, tumor from mock-A375-injected mouse; lower, tumor from CD10-A375-injected mouse. Staining is shown in red. Tumors from mice injected with CD10-A375 (lower) showed strong staining in tumor cells. Representative pictures of each group are shown. (E) Preventive effects of CD10 inhibitors on mouse tumor growth. Mice were injected i.d. with 5 × 10^5^ viable CD10-A375 cells resuspended in 100 μl of PBS with or without CD10 inhibitors. Phosphoramidon (20 μg/mouse) or thiorphan (20 μg/mouse) was administered intraperitoneally before the tumor cell injection. Points, mean (*n* = 6); bars, SE. Each group consisted of six mice. Both inhibitors significantly and markedly inhibited mouse tumor growth. Representative data of three independent experiments are shown. *P < 0.05; **P < 0.01; ***P < 0.001 by two-way ANOVA.

Next, we investigated whether CD10 had any effect on the formation and progression of tumors in xenograft models. It was noteworthy that mice injected with CD10-A375 developed significantly larger tumors than those injected with mock-A375 (Fig 2B). Additionally, mice injected with CD10-A375 tended to have tumors with ulcerations compared with those injected with mock-A375 (Fig 2C). The expression of the CD10 protein was confirmed by immunohistochemistry around 30 days after tumor inoculation (Fig 2D). We next examined the effect of CD10 inhibitors on mouse tumorigenicity using phosphoramidon and thiorphan. Mice were given phosphoramidon or thiorphan intraperitoneally, and then injected with CD10-A375; tumor growth was significantly suppressed in the CD10-inhibitor-treated group compared with that in the untreated group (*P* = 0.02 and *P* < 0.0001, respectively) (Fig 2E). We also examined the effect of CD10 inhibitors using mock-A375, but there was no significant difference in tumor growth between treated and untreated groups (data not shown).

### CD10-A375 showed lower cell mobility and cell invasion

As cell mobility is one of the most important factors for cell invasion and migration, we had expected that CD10 overexpression would promote cell migration. However, as the DNA microarray results showed, CD10-A375 exhibited down-regulation of several genes that are mainly associated with cell adhesion and cell migration compared with mock-A375. To confirm this finding, we performed a cell migration assay to evaluate cell mobility using the IncuCyte^™^ Imaging System (Essen BioScience). 

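Of 39 measured genes of focal adhesions and the actin motility machinery, listed before the data were examined, 17 were higher and 8 lower in CD10-A375 (17 and 8 when adjusted over the list alone). TAGLN, an actin-binding protein, had a log2 fold change of 1.10 (standard error 0.15, adjusted p = 1.1e-05 from limma) and was detected on 2 of the 4 mock-A375 arrays. The adaptor gene PXN had 0.85 and the small GTPase gene RHOC 0.69. PTK2, which encodes focal adhesion kinase, had -0.62 (standard error 0.06, adjusted p = 1.2e-07 from limma), and the kinase gene SRC -0.53. The shift of the list relative to other genes did not pass the test (camera adjusted p = 0.276), whereas its own genes were higher on balance (fry adjusted p = 0.00178). Fry called 30 of the 41 lists that the study did not choose, so its call does not set this list apart.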

CD10-A375 showed slower migration than mock-A375 (Fig 3A and 3B). In order to avoid the effect of cell proliferation, we administered mitomycin C, but the results were the same, as shown in Fig 3C and 3D.

**Fig 3:**
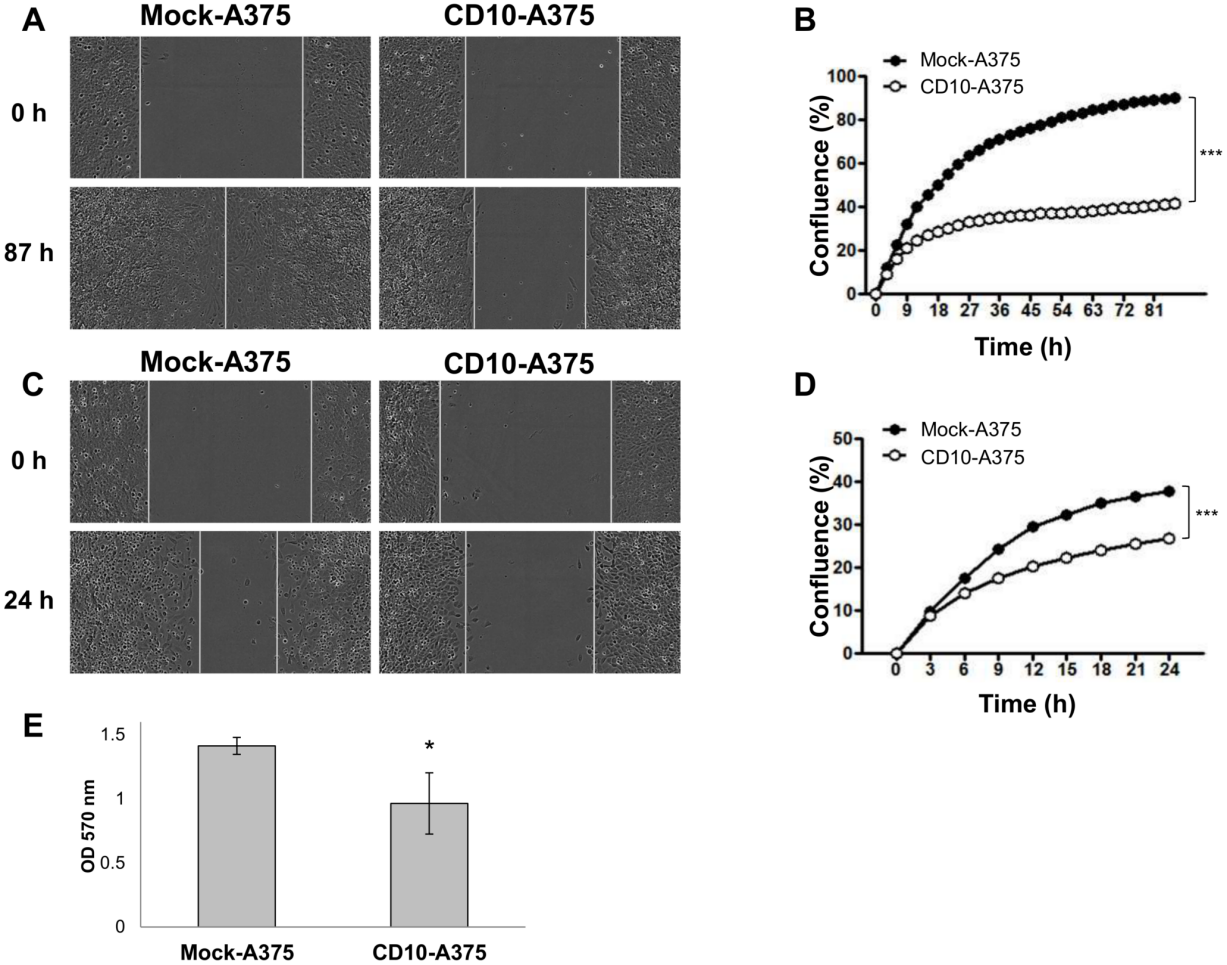
CD10 decreases cell migration and invasion. Cell migration assay (A-D) and invasion assay (E) of the CD10-A375 or mock-A375 cells were performed in the absence (A, B) or presence (C, D) of mitomycin C (10 μl/ml). (A and C) Representative images showing the wound gap filled by CD10-A375 (right) or mock-A375 cells (left) cultured in the absence of mitomycin C for 87 hours (A) or in its presence at a concentration of 10 μl/ml for 24 hours (C). (B and D) Graphs showing the time course changes in the percentage of wound healing after 87 hours of incubation without mitomycin C (B) or after 24 hours of incubation with mitomycin C (D). CD10-A375 (white dot) displayed lower migratory capacity both in the absence and in the presence of mitomycin C, compared with mock-A375 (black dot). ***P < 0.001 by two-way ANOVA. Results are representative of at least three independent experiments, and values represent averages of three independent measurements along the wound. (E) A graphic result of cell invasion assay of CD10-A375 vs. mock-A375 cells. Cells were plated on polycarbonate membrane inserts coated with uniform layer of basement membrane in 24-well plates (Cell Biolabs) and incubated for 72 hours. The invading cells were stained and quantified as indicated in the graph at 560 nm.

Since we observed decreased migration in CD10-A375 compared with mock-A375, we next assessed the cell invasion using these cells. In accordance with the results of DNA microarray and migration assay, CD10-A375 exhibited lower invasion capability (Fig 3E, *P* = 0.0495). These results suggest that although CD10-A375 cells have higher cell proliferative and tumorigenic capability, they may have less migratory and invasion feature.

### CD10 overexpression resulted in higher resistance to anticancer drugs

In clinical practice, not only the tumor cell characteristics (such as proliferative ability) but also resistance to therapeutics is critically associated with patient prognosis. Therefore, in order to determine the effect of CD10 on resistance to anticancer drugs, we performed an apoptosis assay using several cytotoxic anticancer drugs. When there was no treatment, the proportion of Annexin V-positive dead or apoptotic cells with or without PI positivity was limited and there was no difference between CD10-A375 and mock-A375 (Fig 4A). However, when we added anticancer drugs, such as gemcitabine and etoposide, the number of dead or apoptotic cells increased remarkably. Interestingly, CD10-A375 cells were more resistant to anticancer drugs than mock-A375, showing a much smaller number of apoptotic or dead cells (Fig 4B and 4C). These findings are in accordance with our DNA microarray analysis, where we observed many upregulated genes involved in antiapoptosis (Table 2).

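A list of antiapoptotic genes, written before the data were examined, held BCL2 family members, inhibitors of apoptosis, FLIP and other genes such as FAIM2. Of its 16 measured genes, 2 were higher and 5 lower in CD10-A375 (2 and 5 when adjusted over the list alone). BCL2L1, which encodes BCL-XL, had a log2 fold change of -0.48 (standard error 0.08, adjusted p = 1.4e-04 from limma). The FLIP gene CFLAR had -0.38 and BCL2 itself -0.34. In the other direction MCL1 had 0.32, and the neuronal gene FAIM2, detected on 2 CD10-A375 arrays and no mock-A375 array, was higher (adjusted p = 0.0180 from limma). The shift of the list relative to other genes did not pass the test (camera adjusted p = 0.442), whereas its own genes were lower on balance (fry adjusted p = 2.98e-04). Fry called 30 of the 41 lists that the study did not choose, so its call does not set this list apart. Of all 11303 genes, 2346 were higher and 2641 lower at an adjusted p under 0.05 from limma. Of 24 measured proapoptotic BCL2 family members, caspases and death receptors, 6 were higher and 5 lower (6 and 5 when adjusted over the list alone), and this list passed neither test (camera adjusted p = 0.762, fry adjusted p = 0.404). The BH3-only gene BID had a log2 fold change of -1.36 and the BH3-only gene HRK 1.20.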

**Fig 4:**
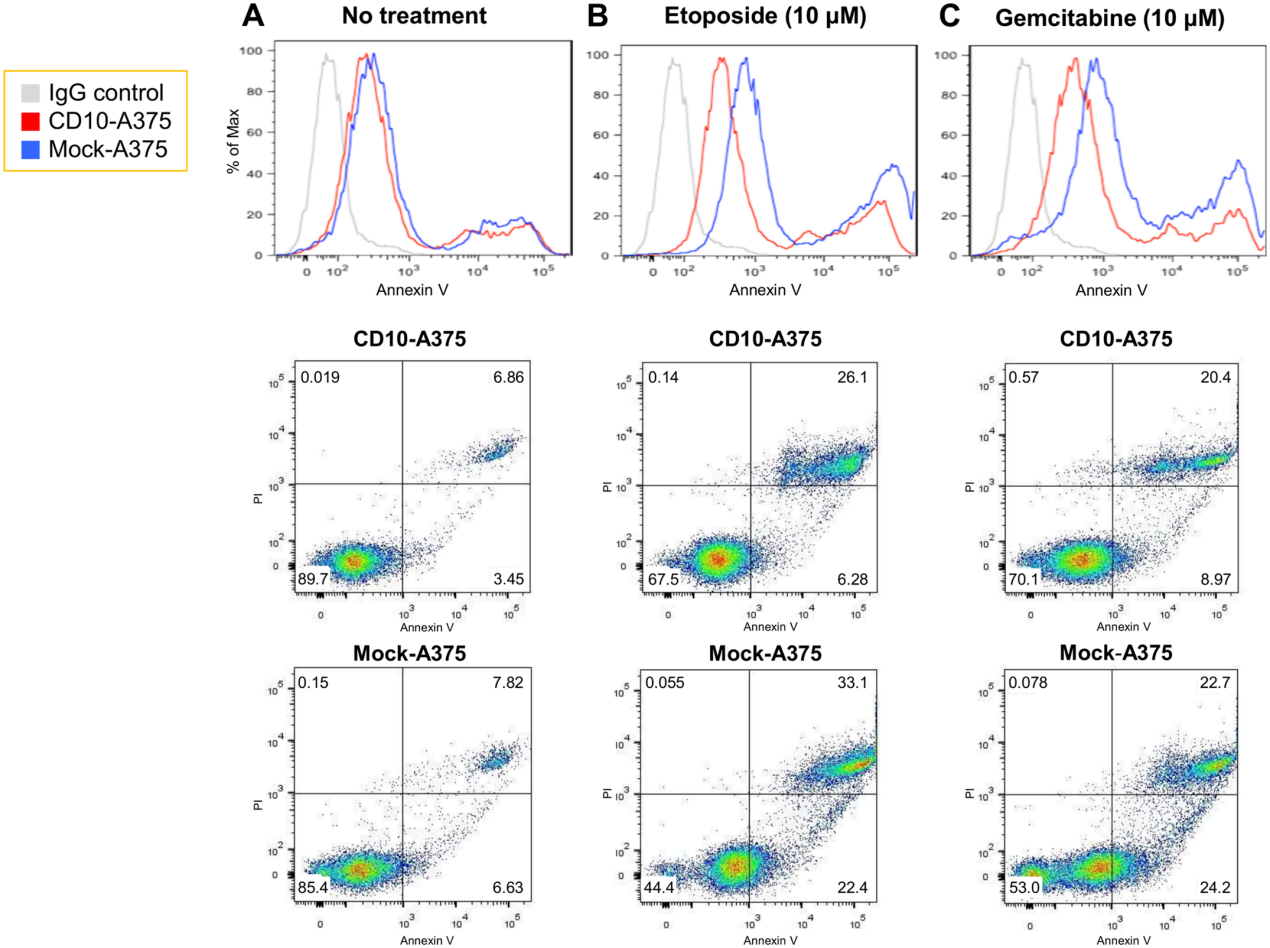
CD10 exhibits higher resistance to anticancer drugs. (A-C) Histogram (upper) and dot plot (lower) showing the proportion of Annexin V- and Annexin V/PI-positive cells 24 hours after treatment with anticancer drugs. CD10-A375 or mock-A375 cells were treated with etoposide (B) or gemcitabine (C) overnight. Cell were harvested and stained with Annexin V and PI, and 10,000 events were counted by flow cytometry. Without any treatment (A), the number of Annexin V-positive apoptotic or Annexin V/PI-positive dead cells was low and there was no difference between CD10-A375 and mock-A375. Under the treatment with the anticancer drugs, however, the number of apoptotic cells increased remarkably. CD10-A375 cells (red line) displayed a lower proportion of Annexin V-positive or Annexin V/PI-positive dead cells induced by anticancer drugs than mock-A375 (blue line), showing stronger resistance. Isotype control is shown with a gray line.

## Discussion

For the past few decades, CD10 has been used as a diagnostic and prognostic marker (for both good and poor prognoses) in various cancers [7, 12]. Stromal CD10 expression was reported to correlate with poor prognosis in pancreatic cancer [13], breast cancer [14], and gastric carcinoma [15]. Similarly, tumor expression of CD10 has been reported to promote tumor progression in colorectal cancer [16], prostate cancer [17–20], bladder cancer [21], and melanoma [3]. On the other hand, CD10 has also been reported to inhibit tumor progression in cervical carcinoma [22] and ovarian cancer [23]. These previous reports indicate that CD10 has a variety of functions regarding tumor progression that exhibit a tissue-specific pattern. In this study, we aimed to elucidate how CD10 is involved in melanoma progression as a poor prognostic factor.

We observed a successful CD10 stable transfection in human melanoma cell line A375. 

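A list of angiogenic ligands, receptors and related genes was written before the data were examined. Of its 28 measured genes, 10 were higher and 4 lower in CD10-A375 (11 and 4 when adjusted over the list alone). The study picked 4 of the higher genes, NRP1, FGFBP1, BMP2 and CAV1, on these arrays, and 6 of the 24 others were higher. The hypoxia-inducible factor gene HIF1A had a log2 fold change of 0.94, and its relative EPAS1, not detected on any mock-A375 array, was at least 1.14-fold higher in CD10-A375. Adrenomedullin (ADM), a vasodilator peptide gene, had -1.35 and ANGPT1 -0.85. The shift of this list relative to other genes did not pass the test (camera adjusted p = 0.0886), and it passed without normalization between arrays (camera adjusted p = 0.0331), which was lost with an estimated correlation (unadjusted p = 0.340). Its own genes were higher on balance (fry adjusted p = 1.6e-05). That test was passed by 30 of the 41 lists that the study did not choose. Both tests of this list included the 4 genes that the study picked. Their log2 fold changes were 3.83 for NRP1, 2.27 for FGFBP1, 2.14 for BMP2 and 1.52 for CAV1. Of the 24 others, 6 were higher and 4 lower. Neither test was run without the 4 picked genes, so they are not independent evidence of a rise. Of 36 measured genes of the G1/S phase of the cell cycle, 3 were higher and 12 lower (3 and 12 when adjusted over the list alone). PCNA, the sliding clamp of DNA polymerase, had a log2 fold change of -0.59 (standard error 0.07, adjusted p = 2.8e-06 from limma) and the histone mRNA-binding protein gene SLBP -0.52. Of 51 measured G2/M genes, 9 were higher and 8 lower (9 and 8 when adjusted over the list alone). CKAP2L, a mitotic spindle gene, had a log2 fold change of 1.01 and TPX2, a spindle assembly factor, -0.44. The shift relative to other genes passed for neither cell cycle list (camera adjusted p = 0.160 for G1/S and 0.774 for G2/M). The G1/S genes were lower on balance (fry adjusted p = 4.75e-04), and the G2/M list did not pass that test either (fry adjusted p = 0.197). The proliferation marker gene MKI67 had a log2 fold change of 0.35.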

DNA microarray analysis demonstrated that CD10-A375 cells displayed much more potent tumor-promoting features than mock-A375, with many up-regulated genes involved in antiapoptosis, angiogenesis, and cell proliferation. The present findings of qRT–PCR, cell proliferation assay, tumor xenograft tumorigenic assay, cell migration and invasion assay, and apoptotic assay were all consistent with the result of the DNA microarray analysis.

As for its localization in melanoma, CD10 protein expression can be observed mainly at the cell membrane but also in the cytoplasm of melanoma tumor cells as well as in stromal cells [3, 8, 9]. However, previous and our current studies suggest that CD10 in tumor cells are playing an important role in melanoma progression; in our previous study [3], we showed that tumoral expression of CD10 was significantly associated with worse prognostic factors such as higher Breslow thickness and ulceration, as well as shorter patient survival; our current *in vitro* cell proliferation assay and apoptosis assay as well as xenograft experimental study further support this idea by using CD10-transfected melanoma cells. Further, our flow cytometric analysis shows CD10 membranous expression in CD10-transfected A375 cells (Fig 1A). Although stromal expression of CD10 might also have biological effects in tumor microenvironment and there might be crosstalk or interaction between tumor and stromal CD10, our findings strongly indicate that CD10 in melanoma tumor cells itself has an essential role.

CD10-A375 showed greater cell proliferation than mock-A375 cells without adding any stimulation. There are several possible explanations for this: first, CD10-equipped A375 cells may have different biological features that make cell proliferation easier; and second, there might be a ligand or growth factor that binds CD10 and stimulates growth. Similarly, an *in vivo* experiment showed that mice injected with CD10-A375 tended to develop larger tumors with ulceration than those injected with mock-A375 (Fig 2B and 2C). Ulceration is one of the most important prognostic factors in melanoma [24], and the result that CD10-A375-implanted tumors tended to have ulceration compared with mock-A375-implanted tumors is interesting and reasonable. It is known that the enzymatic function of CD10 is inhibited by molecules containing biochemical domains such as thiol, carboxyl, hydroxamate, or phosphoramide with very high affinity for the zinc catalytic domain [25]. CD10 is also sensitive to phosphoramidon, a *Streptomyces* metabolite first identified as a thermolysin inhibitor that binds the active enzymatic site of CD10 [26]. It is noteworthy that intraperitoneal administration of the CD10 enzymatic inhibitors phosphoramidon and thiorphan significantly inhibited *in vivo* tumor growth of CD10-A375 cells (Fig 2E). These results suggest that CD10 functions to promote tumor cell proliferation, tumorigenicity, and tumor development by its enzymatic activity. In a cell migration assay, cell migration was significantly slower in CD10-A375 than in mock-A375. Similarly, cell invasion assay revealed that CD10-A375 showed decreased cell invasion. These results suggest that, upon acquiring CD10 expression, A375 melanoma cells undergo substantial changes in their biological behavior.

Regarding the effect of CD10 on tumor cell migration or invasion, conflicting results have been reported in different types of cancers. Ikenaga et al. reported that CD10+ pancreatic stellate cells promoted tumor cell invasion through MMP-3 secretion and thereby ECM degradation [13]. In bladder cancer, increased expression of CD10 in tumor and stromal cells of bladder carcinoma is strongly correlated with tumor progression, invasion and metastasis [7, 27]. In addition, Lee et al. [28] have recently published the association of CD10 over-expression in esophageal squamous cell carcinoma (ESCC) cells with activity of the transcriptional factor Twist 1, known inducers of epithelial mesenchymal transition (EMT) in ESCC [29]. On the other hand, multiple studies have shown the inhibitory effect of CD10 on tumor cell invasion; we previously reported that CD10 expressed by fibroblast inhibits invasive potency of squamous cell carcinoma cells by diminishing substance P levels in the tumor microenvironment [11]; in ovarian cancer, CD10 overexpression in ovarian carcinoma cells resulted in a significant decrease in cell proliferation and invasiveness with a reduction in the concentration of endothelin-1 in the conditioned medium [23]; in prostate cancer model, CD10 has been shown to block PI3K interaction with FAK by competitive binding, leading to decreased FAK phosphorylation and cell migration and adhesion [30, 31]. These findings suggest a negative regulation of cell migration by CD10. Thus, the molecular mechanisms underlying the role of CD10 in cancer invasion remain largely unclear, and it might be possible that CD10 functions differently on cell invasion in different types of cancers.

Multiple studies have suggested a ‘‘go or grow” dichotomy in cancer denoting a negative correlation between invasive and proliferative phenotypes in tumors [32–36], and that gene expression signatures can classify tumor classes and predict patient survival [36–38]. For example, cancers with the proliferation signature, characterized by p53 and PTEN inactivation and concomitant Myc activation, correlates with poor outcome in lung, prostate, breast and brain cancer, whereas remodeling signature, characterized by RAS, HIF-1α and NFκB activation, increases mortality rates in colorectal and ovarian cancer [39, 40]. Hoek et al. [41] presented a very interesting model for melanoma progression, describing that melanoma cells undergo transcriptional signature switching *in vivo* from a proliferative to an invasive state and *vice versa* during melanoma progression and metastasis. They used proliferative-signature melanoma cells and invasive-signature melanoma cells and observed that the former exhibited more rapid growth *in vitro* and *in vivo* than the latter. Studies on other cancers [42, 43] also demonstrated that, although they exhibited lower invasiveness, tumor cells that did not exhibit EMT showed more rapid local tumor growth and higher metastatic potential than those that did. CD10 might be the proliferative-signature gene in melanoma since it promoted cell proliferation *in vitro*, tumor growth *in vivo*, and resistance to apoptosis, but decreased cell motility.

In summary, we found here that CD10-transfected A375 human melanoma cells have greater cell proliferation ability, tumorigenicity, and resistance to anticancer drugs than mock-A375 cells and that CD10-A375 has a gene expression profile that promotes tumor progression. From our previous and current studies, we propose that CD10 be considered as a new target candidate for the treatment of melanoma.

How the deposited data were processed for this re-analysis (not part of the article)

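Gene expression was measured in CD10-A375 and mock-A375 cells on Illumina bead arrays, with 4 arrays of each group and no pooling. The authors compiled the arrays in GenomeStudio, named with version 1 in the submitters' processing notes, and deposited for each probe a background-subtracted intensity on a linear scale that was not normalized between arrays. Beside each intensity they deposited a detection p-value, the rank of the probe among negative control probes. The authors also deposited the same intensities after average normalization, in which each array was multiplied by 1 factor so that all arrays had the same mean. The floor of 0.1 and the detection filter of the paper's methods were not applied in that table. The factors found by dividing the tables ran from 0.883 to 1.04.
From the intensities without normalization, the values used here were computed with limma version 3.58.1 in R version 4.3.3. Background was corrected by normexp, whose parameters were inferred from the detection p-values, and the arrays were quantile normalized and put on the log2 scale with an offset of 16. Fold changes are on that scale and understate the change of genes with low signals. Of the 47322 probes, 19550 with a detection p of 0.01 or less on at least 1 array were tested, and 27772 were left out. The test was limma's linear model with empirical Bayes moderation and an intensity trend, two-sided, with Benjamini-Hochberg adjustment over all tested probes and an adjusted p under 0.05 as the threshold. The thresholds of the paper, an unadjusted p under 0.01 and a fold over 2 or under 0.5, were counted as well.
Of all probes, 30113 carry 1 gene symbol, 8 several and 17201 none in the platform annotation, and no gene was named from a probe with several. Symbols were updated through the RefSeq annotation of GRCh38.p14, which was also used for the order of genes along chromosomes. For gene lists each of 11303 genes was represented by its brightest probe past the filter, and the adjustment then covered these genes. Of the 1043 symbols in 47 lists, 984 have a probe. Of the lists, 6 hold genes the study chose on these arrays and 41 were written before the data were examined. Lists were tested with camera at a preset correlation between genes of 0.01, with camera at an estimated correlation and with fry, adjusted over the 47 lists. Camera compares the genes of a list with all other genes, whereas fry tests whether the genes of a list move, on balance, one way and compares them with no others. The result of 1 list is not reported here.
Choices made before the data were examined also fixed which genes are named. These are MME, ACTB and the genes of Tables 1 and 2, whose ratios had been seen, the 12 genes with the largest increase and the 12 with the largest decrease among probes with 1 symbol that were detected on all 8 arrays and did not overlap between groups, and the 6 genes per direction with the largest bound among probes detected on all 4 arrays of only 1 group. For each list described, up to 4 members with the largest change among those past the test were named. Beyond these rules, BCL2, MCL1, ITGA10, CDH19, NRCAM, PTK2, SRC, EPAS1, HIF1A, ADM, ANGPT1, MKI67, ISG20, WNT5A, the abundant fibroblast genes and the neighbouring genes TMEM158 and MOXD1 were chosen after their values were seen. Where a probe was not detected on any array of a group, a bound is given in place of a fold, provided that all 4 arrays of the other group detected it.
The limma and SAM steps were tested on simulated values of the 19550 probes with 4 arrays against 4. Limma recovered 38 of 67 probes changed 1.5-fold, 63 of 67 changed 2-fold and 66 of 66 changed 4-fold, and called 7 unchanged probes. SAM, written anew because the package named in the methods was not installed, recovered 32 of 67, 57 of 67 and 65 of 66, and called 5 unchanged probes. Of 20 simulated lists of 40 genes, the 1 list shifted by 0.5 on the log2 scale was found and no other. The simulated probes varied independently, so this does not show how the preset correlation performs where genes of a list vary together. Far fewer probes were changed in the simulation than were called in the data. The alternatives covered the normalization, the background correction, the offset, values made as the paper describes, the filter on dim probes, SAM, the intensity trend, the replicate number as a block, the threshold, the probe per gene, and leaving out each array in turn.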

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

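Among the tests given here, that of adjacent genes outside the long stretches and the joining of overlapping runs into stretches were chosen only after the result was seen. An array far from the other 3 of its group was found in 4 of 130 groups of values, where chance gives about 6.5. For ACTB, mock-A375 replicate 3 lay at a log2 signal of 13.77, with the nearest other array at 13.92. For CAV1, CD10-A375 replicate 2 lay at 10.56, with the nearest at 10.77. For CD40, mock-A375 replicate 2 lay at 5.07, with the nearest at 5.80. For TAC1, CD10-A375 replicate 3 lay at 6.14, with the nearest at 6.46.
Lists outside the topics of the paper passed the test with a preset correlation, all toward higher values in CD10-A375. Of 12 measured genes of MHC class II antigen presentation, 9 were higher in CD10-A375, among them the regulator CIITA (log2 fold change 1.25) and HLA-DOA (0.81), with camera adjusted p = 1.66e-04 (adjusted p = 0.0611 with an estimated correlation). Of 10 genes of the insulin-like growth factor axis, 6 were higher and 3 lower, with IGFBP7 at least 7.66-fold and IGFBP5 at least 4.62-fold higher, both not detected on any mock-A375 array (camera adjusted p = 0.0175, and adjusted p = 0.110 with an estimated correlation). Of 21 genes of MAPK pathway output, 12 were higher and 4 lower, with SPRY4 at 5.11 and FOSL1 at 1.44 (camera adjusted p = 0.0185, and adjusted p = 0.110 with an estimated correlation). Of 14 receptor tyrosine kinases and EGFR ligands, 10 were higher and 3 lower, with HBEGF at 0.81 and EPHA2 at -0.88 (camera adjusted p = 0.0339, and adjusted p = 0.148 with an estimated correlation). Of 20 listed marker genes of keratinocytes and other epithelial cells only LCN2, not detected on any mock-A375 array and at least 4.57-fold higher, and KRT10 (0.23) were measured, and both were higher (camera adjusted p = 0.0386, and adjusted p = 0.182 with an estimated correlation). Of these genes the study picked CD74, EGFR, GAS6 and IGFBP3. Of the 41 lists the study did not choose, 8 passed with the preset correlation and 6 when adjusted over these 41 alone. With an estimated correlation none of the 41 passed camera's adjusted test, 6 had an unadjusted p under 0.05, and fry called 30. Of the 35 splits of the arrays, 1, the real one, gave as many lists (6, against at most 3 in the others). This argues against a random grouping of the arrays, at the smallest share that 35 splits allow. The other splits mix the 2 lines, and up to 3 lists still passed in them with the preset correlation.
Of 658 genes changed over 2-fold and placed in order, 71 adjacent pairs changed in the same direction, such as IL1A and IL37, CDCP1 and TMEM158, FGFBP2 and PROM1, and CCN2 and MOXD1, where 95% of 10000 random orders gave 27 or fewer pairs. The other splits of the arrays cannot test this clustering, since none of the 34 had a gene past an adjusted p of 0.05 and changed over 2-fold, so that only 1 of 35, the real one, could hold pairs. Neighbours that share the first 3 letters of their names do not account for all. Without them 43 pairs remained (25 or fewer in 95% of random orders). Related neighbours with other names, such as IL1A and IL37, stayed among the 43, so shared sequence of paralogs was only partly tested. With all genes kept, a stretch from ZNF581 to SLC27A5 was lower and none from PDGFC to CYP4V2 passed. With genes over 2-fold left out, the typical gene was shifted in 5 long stretches. It was lower from DEFB128 to DDX27, from ZNF876P to PAPSS1, from PDGFC to CYP4V2 and from IKBKB to C8orf33. From WASHC1 to DNAJA1 it was higher. A copy number difference of long segments between the lines, which was not measured, could give such stretches. But outside the stretches 33 pairs without a shared start of the name still exceeded the 24 that 95% of random orders gave. Related neighbours with other names were kept in this count too. Differences between the transfected populations that arose apart from CD10 may contribute, as may CD10 itself, and with 1 population described per group these stay open.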

How the results depend on the processing

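The SAM test on unlogged values was chosen only after the data were seen. Of 61 genes named with alternatives, 59 kept their direction and their side of the threshold in all of them. The brightest probes of ACTB and CD74 lost the call in some. The number of probes past an adjusted p of 0.05 was 2797 with SAM and 4052 with SAM on the paper's values, against 7162, and 5109 at an adjusted p under 0.01. It was 6393 to 6946 when 1 array was left out. At the paper's thresholds 594 probes passed with an offset of 50 and 1468 with SAM on the paper's values (1334 when these were not logged), against 969, and 972 to 994 when 1 array was left out. Of the 969 probes, 959 were also called with the paper's values. Among called probes, the share higher in CD10-A375 was 47.3%, against 40.8% without normalization between arrays and 53.5% with SAM on the main values. Without a filter 5 lists passed, against 8, with more genes tested. The cytokine list, which never passed, changed direction with average normalization (camera adjusted p = 0.942), without normalization (0.856), with the strict filter (0.827), without a filter (0.661), with the mean over probes (0.980) and with some arrays left out (0.816 to 1.000 over these arrays). The angiogenic list passed without normalization (0.0331), with the strict filter (0.0488) and without mock-A375 replicate 3 (0.0364). In each case it passed with a preset correlation only (unadjusted camera p = 0.340, 0.0607 and 0.0610 with an estimated correlation). These runs included the genes that the study picked. Other lists that never passed and changed direction included those of ribosomal proteins (0.980 with the paper's values and with the authors' table), CD10 substrates (0.922 with the strict filter and 1.000 without CD10-A375 replicate 2, the highest of 0.665 to 1.000 over the left-out arrays) and epithelial-mesenchymal transition (0.983 without a filter). The receptor tyrosine kinase list lost its call in 4 alternatives (up to 0.116 without normalization), that of the insulin-like growth factor axis without a filter (0.0735) and that of epithelial markers without a filter (0.485, with 16 genes tested in place of 2), with the strict filter (0.0502), without CD10-A375 replicate 1 (0.0529) and without mock-A375 replicate 1 (0.0504). The cause was not tested. With the replicate number as a block 6635 probes passed, 6558 of them also without it, and the state score was -0.49 with an exact p of 0.125, the smallest that 4 pairs allow. Same-numbered arrays did not deviate together (correlations -0.19 to 0.03), and 1 array correlated best with its own number. A block by slide was not run because slides are not given in the sources used here, and SAM was not run for lists or the state score. Signals close to background limit the folds of genes not detected in a group.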

Differences from the paper's values

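No test in this part was chosen after the result was seen, apart from the choice of other probes of the same gene. For genes not detected on any mock-A375 array, the paper's ratios stand beside bounds only. They are 4316 for CAMP, with a bound of 8.65, and 1225 for CTLA4, with a bound of 2.65. The authors' table with values under 0.1 set to 0.1 gave 4316 and 1224.8, so the size of these 2 ratios rests on that floor. For CD74 the paper's ratio in Table 2 is 2.5, and the brightest probe with the accession of that row gave 1.27. At this probe the difference for CD74 remained under every alternative set before the data were examined that changes the fold. Another CD74 probe with the same accession, looked at after the values were seen, gave 2.38. With the paper's values it gave 2.48, which rounds to the paper's 2.5. The difference thus goes with the choice of probe, and the paper does not state which probe it used.
The paper shows CD10 raised by qRT-PCR in CD10-A375 (Fig 1E), whereas none of the 4 MME probes was detected on any array. The paper places genes of cell adhesion and migration mostly among those down-regulated. Over its own list, 4 of the 6 genes were lower at the probes with the accessions of Table 2, as the paper has it, and 3 at the brightest probes. The following counts, over lists written before the data were examined, use an adjusted p under 0.05 from limma and no fold threshold. The paper's terms refer to probes changed over 2-fold at p under 0.01, so both the thresholds and the gene sets differ. Of the integrins 9 were higher and 3 lower, a shift that passed with a preset correlation (camera adjusted p = 0.0285). It was lost with an estimated correlation (adjusted p = 0.370). Of the cadherins and immunoglobulin-type adhesion molecules 10 were higher and 7 lower (camera adjusted p = 0.549), and of the genes of focal adhesion and motility 17 were higher and 8 lower (camera adjusted p = 0.276). Relative to other genes neither shift passed, and by fry the genes of focal adhesion and motility were higher on balance (adjusted p = 0.00178). The paper describes many antiapoptosis genes as up-regulated, and its 5 genes in Table 2 were all higher. On the antiapoptotic list written before the data were examined, 2 genes were higher and 5 lower. That shift did not pass relative to other genes (camera adjusted p = 0.442) and passed within the list (fry adjusted p = 2.98e-04, lower on balance). Fry called 30 of the 41 lists that the study did not choose. Of all 11303 genes, 2346 were higher and 2641 lower.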

Other observations

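The tests of swapped groups, weak hybridization and fibroblasts were chosen only after the result was seen. Of 34 measured interferon-stimulated genes, 5 were higher and 11 lower in CD10-A375, with OAS2 at a log2 fold change of -1.88, ISG20 at 1.19 and IFI44, not detected on any CD10-A375 array, at least 3.86-fold lower there (camera adjusted p = 0.112, fry adjusted p = 2.98e-04). Among 18 genes of cholesterol synthesis, 6 were lower and 1 higher, with SQLE at -1.30 and HMGCS1 at -0.93 (camera adjusted p = 0.261, fry adjusted p = 4.63e-04). Of 22 p53 targets, 9 were lower and 4 higher, with CDKN1A, the cyclin-dependent kinase inhibitor p21, at -0.88 (camera adjusted p = 0.276, fry adjusted p = 1.83e-04). Of 19 cyclins, cyclin-dependent kinases and related genes, 5 were higher and 8 lower, with CCNE1 at -0.64 and MYCN, not detected on any mock-A375 array, at least 3.54-fold higher (camera adjusted p = 0.465 downward, fry adjusted p = 0.208 upward). Among drug transporters and topoisomerases, ABCC3, not detected on any mock-A375 array, was at least 4.40-fold higher, ABCC2, detected on 1 CD10-A375 array, had -2.30 and SLFN11 -1.47, with 5 of 16 genes higher and 6 lower (camera adjusted p = 0.465, fry adjusted p = 0.00233). Where fry passed for these lists, the genes were lower on balance.
For genes of families with near-identical copies, chosen after their values were seen, all 11 measured GAGE genes and all 3 AKR1C genes were higher, and 10 of 11 PCDHB genes were lower in CD10-A375, with the same counts under the 5 other normalization, background and offset settings tried. Of 4 measured VCX genes, at the brightest probe of each, 3 were higher and 1, VCX2, was lower (median log2 fold change 0.26), and without normalization between arrays none of the 3 passed.
The paper proposes that CD10 may be a gene of the proliferative state of melanoma, on the basis of assays other than the arrays. Of 37 measured invasive-state melanoma genes, 22 were higher and 5 lower in CD10-A375, with HS3ST3A1 at 2.80, PODXL at 2.29 and WNT5A, detected on 1 mock-A375 array, at 1.83 (camera adjusted p = 4.0e-05, and adjusted p = 0.0525 with an estimated correlation). Of 39 proliferative-state genes, 16 were higher and 9 lower, with OCA2, not detected on any mock-A375 array, at least 4.46-fold higher and PHACTR1, detected on 2 CD10-A375 arrays, at -2.32 (camera adjusted p = 0.376, and fry adjusted p = 1.71e-04, higher on balance). The proliferative minus invasive score was -0.51 ± 0.06 (SD, n = 4) in CD10-A375 and -0.02 ± 0.03 (SD, n = 4) in mock-A375, a difference of -0.49 (exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). Both parts of the score were higher in CD10-A375, the mean of the invasive-state genes by 0.63 and that of the proliferative-state genes by 0.14 (exact permutation test, p = 0.0286 for each). The fall of the score therefore comes from the invasive-state genes. The rise of the proliferative-state genes has the direction of the paper's proposal, but relative to other genes it did not pass. Fry called 30 of the 41 lists that the study did not choose. The groups did not overlap for 34.6% of all tested probes either, so the exact p does not set these genes apart. For the rise of invasive-state genes, the normalization was tested as a cause and the list passed under the 4 settings tried (highest camera adjusted p = 1.55e-04). Without its 2 members named in Tables 1 and 2 the list of 35 genes had an unadjusted camera p of 4.2e-05 (adjusted p = 2.82e-04 over the 47 lists), which argues against the study's choice of genes as the source, but like the whole list it did not pass with an estimated correlation (unadjusted p = 0.0126, adjusted p = 0.0845). Of COL1A1, COL1A2, COL3A1, DCN and LUM, abundant transcripts of fibroblasts, 0 of 5 were detected on any CD10-A375 array (highest background-subtracted signal 27.2), which argues against fibroblasts in the CD10-A375 cultures. On mock-A375 arrays 2 of the 5 were detected, and of the 5 measured fibroblast markers 3 were lower in CD10-A375 and none was higher (fry adjusted p = 4.59e-04). In the paper's own assays CD10-A375 migrated more slowly and invaded less than mock-A375 (Fig 3), the other way from these genes. That the larger rise of the invasive-state genes reflects a change of cell state, by CD10 or by differences between the populations, remains a hypothesis, and these arrays cannot tell the 2 sources apart.
For the lack of MME signal, a swap of the groups is not tested by the 14 other qRT-PCR genes, which were all higher on the arrays labelled CD10-A375, since the study chose them from these arrays. The paper's qRT-PCR, a separate measurement, has them higher in CD10-A375 as well (Fig 1E), which runs against a swap but does not settle it. Weak hybridization is argued against by the number of detected probes, which was 101% of that of mock-A375. The probes may lie outside the inserted open reading frame, but the tables used here give the place of 0 of the 4 probes, so this cannot be told apart from other explanations.
For the number of probes, 1 of the 35 splits, the real one, gave as many at an adjusted p under 0.05 (7162, against 0 in the others by limma). In the others at most 1821 probes had an unadjusted p under 0.05 from limma, against 8774. At the paper's thresholds 1 split gave as many (969, against at most 5). This argues against a random grouping of the arrays, at the smallest share that 35 splits allow. The other splits mix the 2 lines, which widens the spread within their groups and lowers their counts. The names of the CD10-A375 arrays end in the letters E to H and those of the mock-A375 arrays in I to L. No source used here says that these letters are positions on 1 chip. If they are, position and group cannot be told apart. Within each group, the slope over the 4 letters in order was only weakly correlated with the group difference across probes (0.076 in CD10-A375 and 0.0549 in mock-A375). If the letters are positions, this covers a steady trend along the chip and cannot exclude a step between the groups.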
